# Hypothalamus-pituitary-gonad axis transcriptome profiling for sex differentiation in *Acipenser sinensis*

**DOI:** 10.1038/s41597-019-0099-1

**Published:** 2019-06-13

**Authors:** Hejun Du, Jianbo Jian, Binzhong Wang, Xueqing Liu, Jianwei Chen, Kan Xiao, Jinquan Xia, Jing Yang, Yong Gao, Lei Chen

**Keywords:** RNA sequencing, Data publication and archiving, High-throughput screening

## Abstract

Chinese sturgeon (*Acipenser sinensis*), a critically endangered *Acipenseridae* family member, is one of the largest anadromous, native fish in China. Numerous research programmes and protection agencies have focused on breeding and preserving this endangered species. However, available information is limited on the different stages of sex development, especially on the reproductive regulation of the hypothalamus-pituitary-gonad (HPG) axis of *A. sinensis*. To unravel the mechanism of gene interactions during sex differentiation and gonad development of *A. sinensis*, we performed transcriptome sequencing using HPG samples from male and female *A. sinensis* in two developmental stages. In this study, 271.19 Gb high-quality transcriptome data were obtained from 45 samples belonging to 15 individuals (six in stage I, six males and three females in stage II). These transcriptomic data will help us understand the reproductive regulation of the HPG axis in the development stages of *A. sinensis* and provide important reference data for genomic and genetic studies in *A. sinensis* and related species.

## Abstract (summary)

**Table:** 

Design Type(s)	development or differentiation design • transcription profiling design • sequence assembly objective • sequence annotation objective
Measurement Type(s)	transcription profiling assay
Technology Type(s)	RNA sequencing
Factor Type(s)	sex • developmental stage
Sample Characteristic(s)	Acipenser sinensis • pituitary gland • Hypothalamus • Gonad

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

The order Acipenseriformes comprises 27 extant species of sturgeons, which are considered “living fossils” with a fossil record dating back to the upper Cretaceous^1,2^. In terms of scientific value, these chondrostean species preserve many transition traits between Chondrichthyes and Osteichthyes, occupying a vital evolutionary position. Sturgeons include three degrees of polyploidy, including ~120, ~240 and ~360 chromosomes, which might result from multiple and independent duplication events^3,4^. Sturgeons are important species for studying vertebrate evolution and whole genome duplication. Regarding economic value, black caviar is very popular in the European market, and sturgeon meat is also an important food resource^5^. Unfortunately, most sturgeons are currently endangered^6^.

Chinese sturgeon (*Acipenser sinensis*) is a large anadromous fish present in the main stream of the Yangtze River and East China Sea in China^5,7^. At present, Chinese sturgeon is critically endangered, which is mainly attributed to the following reasons: (i) asynchronous and delayed sexual maturity between male and female Chinese sturgeon (8–18 years for male and 14–26 years for female)^6^; and (ii) human activities, such as overfishing, damming, shipping and pollution^7^. The sex ratio (female:male) of wild Chinese sturgeon has gradually increased from 1.1:1 (1981–1983) to 5.86:1 (2003–2004)^8^. Therefore, artificial propagation and selective release are considered efficient approaches to recover the wild population size and adjust the sex ratio of the wild population of Chinese sturgeon. However, the sexes of *A. sinensis* cannot be distinguished due to a lack of secondary sexual characteristics and molecular markers of sex identification. Moreover, whether sex differentiation of *A. sinensis* is determined by genetics, the environment or a combination of both remains unclear.

Sturgeon genomes are complicated due to large genome sizes (1.6–9.32 pg/C), many chromosomes (consisting of macro- and micro-chromosomes) and controversial ploidy^4,9,10^. To date, no sturgeon reference genome is available. Transcriptome sequencing is very useful for identifying novel genes, checking gene activity, revealing genic functions, and exploring the molecular mechanisms of development and sex differentiation of sturgeon species^11,12^. Transcriptome analyses regarding sex determination and development of several sturgeons, including *A. naccarii*^13^, *A. schrenckii*^14–18^, *A. sinensis*^6,19,20^, *A. gueldenstaedtii*^21^, *A. fulvescens*^11^, *A. baerii*^22^, and *A. dabryanus*^23,24^, have been reported. Transcriptomes between male and female *A. sinensis* gonads were analysed in a previous study^6^ where some differential genes between the ovary and testis were predicted, and potential gametogenesis-related genes were screened out. However, identifying the sex determination mechanism of *A. sinensis* only by analysing genes in gonad tissues is not possible. The regulation of multiple tissues, signals and genes must be considered to unveil the mechanism of sex differentiation and discover sexual markers.

The reproductive process in vertebrates relies on multiple regulatory factors of the hypothalamus-pituitary-gonad (HPG) axis^25,26^. Gonadal differentiation, development, and maturation in fish are also regulated by many kinds of hormones, such as gonadotropin-releasing hormones, gonadotropin hormones, steroid hormones and other relative hormones, in the HPG axis^14,27,28^. Recent studies on the HPG axis of *A. schrenckii* focused only on the genes in the HPG axis from brain tissue by kisspeptin treatment^14^. However, obtaining transcriptome profiles of whole HPG tissues in sturgeon is necessary to better understand the reproductive mechanisms.

Here, the HPG axis transcriptomes of *A. sinensis* were sequenced using Illumina HiSeq 2000 and 4000 platforms. A total of 271.19 Gb filtered data from 45 samples belonging to 15 individuals (six individuals in stage I, six males and three females in stage II) were obtained, and 74.50% of 121,952 assembled unigenes were annotated to the NCBI non-redundant protein database (NR), Swiss-Prot, Kyoto Encyclopedia of Genes and Genomes (KEGG), Cluster of Orthologous Groups of proteins (COG), InterPro, Gene Ontology (GO) and NT databases. Additionally, 78,770 unigenes contained complete open reading frames (ORFs). A total of 51,570 simple sequence repeats (SSRs) were detected. We identified 1,531 to 34,439 differentially expressed genes (DEGs) in 18 pairwise comparisons of HPG samples of male and female *A. sinensis* in two stages. We reported the first integrated transcriptome data from HPG samples of male and female *A. sinensis* in stage I and II of gonadal development. These data offer valuable resources for research into reproductive regulation and the HPG axis interaction in *A. sinensis* and other sturgeons.

## Methods

### Ethics statement

The experiments were performed in accordance with the guidelines and regulations of the National Institute of Health Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Review Board on Bioethics and Biosafety of the Chinese Sturgeon Research Institute.

### Sample preparation

Individuals of *A. sinensis* used here were selected from the artificial breeding population of the Chinese Sturgeon Research Institute, China Three Gorges Corporation (Yichang, China). The stages of gonadal development were classified following previously described methods^29^. The sex cannot be distinguished by a histochemical assay for gonads in stage I, while it can be easily distinguished in stage II in *A. sinensis*. Herein, 6 individuals (1 year old) in stage I and 9 individuals (6 males and 3 females over 4 years old) in stage II were selected. All experimental individuals were first euthanized with M222. Three kinds of tissues (hypothalamus (H), pituitary (P) and gonad (G)) were collected from each individual, flash frozen in liquid nitrogen and stored at −80 °C for RNA extraction. A total of 45 samples from 15 individuals (three tissues for each individual) were used for cDNA library construction.

### Illumina sequencing and data processing

Total RNA was extracted with TRIzol reagent (Invitrogen) following the manufacturer’s instructions. The RNA purity, integrity and concentration were calculated and checked by an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA), and high-quality RNA (RNA Integrity Number > 7.0) was used for Illumina sequencing. Total RNA samples (5 μg) were then subjected to cDNA construction following Illumina truSeq stranded mRNA sample preparation protocol. Next, 45 libraries were sequenced using Illumina HiSeq^TM^ 2000/4000 with 2 × 90 or 100 bp paired-end sequencing. To obtain high-quality reads, the raw reads were filtered by SOAPnuke (v1.5.6)^30^ with the default parameters except “-l 20 -q 0.2 –M 3” according to the following criteria: (i) reads containing adaptors (adapters of more than 15 bases matched to reads with maximal 3-base mismatches allowed) were discarded, (ii) reads with a high proportion (> 5%) of unknown nucleotides (N) were removed, and (iii) reads with ≥ 20% bases Q ≤ 20 were removed. Here, the filtering parameters were stricter than the default parameters, and reads containing low quality bases or adapters were removed entirely, rather than being trimmed.

### Transcriptome assembly and annotation

All data obtained from the 45 libraries were assembled by the Trinity program (version: release-2013-08-14), including Inchworm, Chrysalis and Butterfly modules, with default parameters except “–path_reinforcement_distance 85 –min_kmer_cov 3”^31^. To minimize redundancy, we clustered transcripts using TGICL^32^ and the non-redundant sequences of >200 bp were retained. Finally, the longest sequence was preserved and designated as a unigene. Following the filtering methods of the unigene set of *Andrias davidianus*^33^, we used a strict pipeline to filter these sequences with some modification to reduce the background and assembly errors. There are some differences compared with the published filtered cut-offs^33^. Here, if the lengths of unigenes were in the range of 200–500 bp with the fragments per kilobase per million mapped fragments (FPKM) < 50 in just one sample or FPKM < 1 in ten samples, they were removed. Several different public protein databases were used to validate and annotate the assembled unigenes for assigning gene names, coding sequences (CDS) and predicting protein annotations. The sequence-based alignments were mapped against the NCBI NR protein database, Swiss-Prot protein database, KEGG and COG using the BLASTx algorithm^34,35^ with an E-value threshold of 1e^−5^. The priority order of NR, Swiss-Prot, KEGG, and COG was set. The unigenes that did not align to any of the above databases were predicted as ORFs using ESTScan software^36^. To further evaluate the different sample mapping rates and the quality of the assembled unigenes, we aligned all tissue samples with high-quality reads to the unigenes using SOAP2.21, allowing up to 5 base mismatches^37^.

To annotate and categorize *A. sinensis* unigene function, we conducted NR annotation, and GO analysis. The NR animal protein sequences came from dozens of species; based on NR annotation, unigenes were assigned to GO classes using BLAST2GO^38^. With WEGO software^39^, the assigned GO terms were summarized into the three main GO categories, including biological process, molecular function and cellular component. Overall, all the unigenes were assigned COG classifications based on all the unigenes blasted against the COG database. The COG-annotated putative proteins were classified into 25 functional categories. To assess the quality of the transcriptome gene set, we evaluated the completeness of coding gene set using Benchmarking Universal Single-Copy Orthologs (BUSCO)^40^.

### Differentially expressed gene analysis and RT-qPCR validation

To obtain the gene expression information, we mapped the high-quality reads of each sample to all transcripts using SOAP2 software^41^. After counting the number of mapped reads, estimated FPKM values were calculated through RSEM based on the mapping results. Principal component analysis (PCA) was performed for the 45 samples with the FPKM by the princomp function in the R package^42^. The 45 samples from the HPG in two stages were designed for 18 pairwise comparisons. The DEGs of these pairwise comparisons were evaluated by Noiseq software with probability no less than 0.8^43^. The GO annotation methods are similar to those mentioned above in unigene annotations. Compared to the whole genome background, the DEG pathway enrichment analysis was identified by a significantly enriched pathway. After multiple testing for the *p*-value, pathways with a *q*-value ≤ 0.05 were defined as significantly enriched pathways.

To validate the DEGs, we performed RT-qPCR to evaluate the sequencing and data analysis. Total RNA was extracted using TRIzol reagent (Ambion) according to the manufacturer’s protocol. Approximately 1 μg of RNA was converted to cDNA. Then, the cDNA templates were reverse-transcribed with a PrimeScript^TM^ RT reagent kit with gDNA Eraser (Perfect Real Time) (TakaRa, Dalian, China). RT-qPCRs were performed on a My IQTM colour Real-time PCR Detection System (Bio-Rad, USA). Using *β*-actin as a reference gene normalized by the median expression, the relative expression levels of 10 target sex-related genes were calculated by the 2^−ΔΔCt^ method^44^. RT-qPCR was performed on three biological replicates, and the data are presented as the mean ± SD. With Student's *t*-test, the difference was considered statistically significant at a *p*-value < 0.05.

### Microsatellite markers

SSRs were detected in unigenes by MIcroSAtellite (MISA; http://pgrc.ipk-gatersleben.de/misa, version 1.0) software. The following types of SSRs were detected: mono-, di-, tri-, tetra-, penta- and hexa-nucleotide repeats, as well as compound SSRs [the sequence including more than one type of repeat units, e.g., (GA)n(TC)m]. Here, the standards of the repeat unit numbers were set as follows: mono-10, dimer-6, trimer-5, tetramer-5, pentamer-5, and hexamer-5.

## Data Records

All raw reads of transcriptome sequences have been submitted to the NCBI Sequence Read Archive^45^. The assembled transcriptome data were deposited in NCBI’s GenBank^46^. The gene expression measurements were deposited in Gene Expression Omnibus (GEO)^47^. The transcriptome annotation of unigenes in the NR, NT, SwissProt, KEGG, COG, InterPro and GO database, differentially expressed genes in different comparisons, RT-qPCR test results and statistic of SSR motifs of the *Acipenser sinensis unigenes* can be found in our Figshare records^48^.

## Technical Validation

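Expression was measured in the hypothalamus (H), pituitary (P) and gonad (G) of 15 fish, giving 45 libraries in 9 groups: UH, UP and UG from 6 fish in stage I whose sex is not known, MH, MP and MG from 6 males in stage II, and FH, FP and FG from 3 females in stage II. The libraries of female fish 2 and 3 (6 libraries) were sequenced on HiSeq 4000 with reads of 100 nt, and the 39 others on HiSeq 2000 with reads of 90 nt, so the platform differs within the females only. The authors mapped filtered reads to 121952 unigenes assembled from all 45 libraries without a genome and gave each unigene's level as FPKM (fragments scaled to the unigene's length and to the library's mapped fragments, estimated by RSEM). From this FPKM table, group comparisons were run with limma on log2(FPKM + 1), over unigenes at 1 FPKM or more in at least as many of the compared libraries as the smaller group holds. The fold changes are therefore on the log2(FPKM + 1) scale, which understates changes of low unigenes, and the table has no read counts. The tissue labels of the hypothalamus and pituitary libraries of male fish 4 are the reverse of the paper's sample codes for them, and the paper's tissues are used here. The files used here do not pair unigenes with gene names, and 0 of the unigene identifiers matched a RefSeq table of 78555 genes of the species (assembly CSRI_AciSin_1.0).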

A total of 3,255.19 M raw reads were generated by Illumina HiSeq 2000 and 4000 platforms. After filtering raw reads, 2,967.34 M high-quality reads (271.19 Gb high-quality data) were used for the transcriptome assembly, and all 45 samples were used for differential expression analysis. Sample sequencing statistics and high-quality data information are presented in Table 1. 

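By the paper's Table 1, the clean reads per library ranged from 63.9 M to 69.1 M in the hypothalamus and pituitary of stage I fish and males and in the male gonad, and from 49.3 M to 66.4 M in UG. In the females they ranged from 68.4 M to 78.0 M in FH, 55.8 M to 79.0 M in FP and 52.7 M to 77.8 M in FG. The FPKM table holds no read counts, so a relative depth was read from the lowest FPKM values, with a median of 1 over all libraries. It lay between 1.13 and 1.41 in FH, against 0.977 to 1.13 in UH and 1.00 to 1.09 in MH. In FG it lay between 0.827 and 1.19, in FP between 0.79 and 1.03, and in UG between 0.789 and 1.05.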

The statistics of the assembled unigene set of the 45 samples are listed in Online-only Table 1; the total number ranged from 40,374 to 155,858. The mean length and N50 length of the 121,952 unigenes were 1,384 bp and 2,208 bp, respectively. To annotate and categorize *A. sinensis* unigene function, we conducted NR annotation and GO analysis. A total of 76,268 unigenes matched the NR animal species dataset with BLASTx. Then, 53.86% of the unigenes were most similar to the genes of *Lepisosteus oculatus*, followed by *Latimeria chalumnae* (3.58%), *Salmo salar* (3.22%), *Scleropages formosus* (2.21%), *Danio rerio* (2.07%), *Astyanax mexicanus* (1.76%) and *Clupea harengus* (1.69%) (Fig. 1a).

**Table 1:** Raw data, clean data, quality and GC content of 45 transcriptomes from the *Acipenser sinensis* hypothalamus-pituitary-gonad (HPG) axis in two sex development stages.

Sample Classification	Samples	Total Raw Reads	Total Clean Reads	Total Clean Nucleotides (nt)	Q20 (Clean data)	GC Content (Clean data)
Individuals of stage I (1 year old)	Asia1h	72,561,602	67,120,606	6,040,854,540	97.81%	46.06%
	Asia1p	70,982,504	66,170,244	5,955,321,960	97.75%	46.94%
	Asia1s	52,674,760	49,336,672	4,440,300,480	98.84%	49.79%
	Asia2h	69,592,162	64,500,510	5,805,045,900	97.83%	46.02%
	Asia2p	73,903,484	68,139,236	6,132,531,240	97.71%	46.86%
	Asia2s	67,369,164	63,892,914	5,750,362,260	98.88%	47.81%
	Asia3h	68,160,832	64,051,270	5,764,614,300	98.47%	47.22%
	Asia3p	69,409,406	63,942,236	5,754,801,240	97.63%	46.95%
	Asia3s	69,540,028	66,011,416	5,941,027,440	98.93%	48.42%
	Asia4h	69,525,450	64,765,390	5,828,885,100	98.44%	46.80%
	Asia4p	72,361,440	66,537,616	5,988,385,440	97.66%	46.70%
	Asia4s	69,299,166	66,394,148	5,975,473,320	98.93%	49.77%
	Asia5h	74,425,026	68,937,678	6,204,391,020	98.42%	47.79%
	Asia5p	73,305,770	67,419,728	6,067,775,520	97.69%	47.33%
	Asia5s	71,279,266	65,365,328	5,882,879,520	97.60%	45.52%
	Asia6h	74,365,432	69,060,388	6,215,434,920	98.39%	47.92%
	Asia6p	72,644,928	67,460,244	6,071,421,960	97.89%	46.33%
	Asia6s	73,273,656	66,293,454	5,966,410,860	97.42%	45.54%
Males of stage II (>4 years old)	Asib1Mh	72,188,720	63,966,898	5,757,020,820	97.07%	47.16%
	Asib1Mp	75,207,960	66,281,450	5,965,330,500	96.92%	49.41%
	Asib1Ms	72,592,714	64,475,040	5,802,753,600	97.03%	47.83%
	Asib2Mh	74,034,946	64,347,466	5,791,271,940	96.39%	47.05%
	Asib2Mp	75,130,342	66,688,110	6,001,929,900	97.03%	48.55%
	Asib2Ms	78,521,204	68,848,698	6,196,382,820	96.44%	47.63%
	Asib3Mh	73,725,658	64,308,048	5,787,724,320	96.39%	47.39%
	Asib3Mp	76,342,778	66,185,388	5,956,684,920	96.25%	49.09%
	Asib3Ms	72,932,412	64,883,560	5,839,520,400	97.28%	48.45%
	Asib4Mh	74,922,504	65,787,098	5,920,838,820	97.10%	47.83%
	Asib4Mp	72,112,948	64,477,384	5,802,964,560	97.31%	48.73%
	Asib4Ms	74,155,504	66,560,382	5,990,434,380	97.41%	47.62%
	Asib5Mh	74,257,722	65,455,208	5,890,968,720	97.30%	47.64%
	Asib5Mp	72,514,462	64,153,698	5,773,832,820	97.16%	48.83%
	Asib5Ms	72,364,498	64,203,156	5,778,284,040	97.20%	48.38%
	Asib6Mh	77,055,568	69,113,198	6,220,187,820	98.16%	47.90%
	Asib6Mp	71,823,302	64,353,128	5,791,781,520	97.20%	49.45%
	Asib6Ms	72,246,744	64,729,436	5,825,649,240	97.92%	48.86%
Females of stage II (>4 years old)	Asib1Mh-F	74,665,948	68,391,072	6,155,196,480	98.03%	45.91%
	Asib1Mp-F	73,798,512	66,751,484	6,007,633,560	97.34%	48.00%
	Asib1Ms-F	71,299,822	65,498,596	5,894,873,640	97.48%	50.08%
	Asib2Mh-F	83,710,718	77,999,142	7,799,914,200	99.11%	46.16%
	Asib2Mp-F	83,710,096	79,028,428	7,902,842,800	99.16%	47.22%
	Asib2Ms-F	81,447,328	77,768,116	7,776,811,600	99.22%	50.92%
	Asib3Mh-F	72,980,510	69,235,160	6,923,516,000	99.02%	47.17%
	Asib3Mp-F	60,687,670	55,755,734	5,575,573,400	98.91%	47.72%
	Asib3Ms-F	56,086,878	52,698,650	5,269,865,000	99.00%	49.66%
	Total	2,848,107,868	2,588,182,624	237,061,288,460

**Fig. 1:**
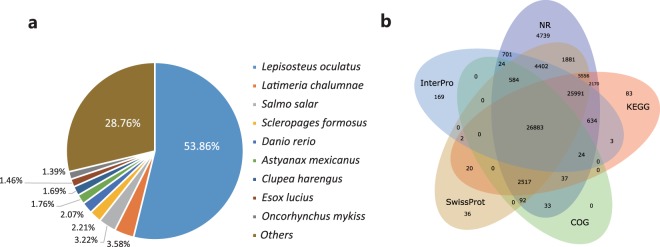
Characteristics of *Acipenser sinensis* unigenes with a BLASTx search against databases. (**a**) Species distribution of the best BLASTx matches for each unigene. (**b**) The annotation of the *Acipenser sinensi*s unigenes in the NR, InterPro, Swiss-Prot, COG and KEGG databases.

A total of 74.5% of unigenes (90,853) were aligned to 7 databases (NR, Swiss-Prot, KEGG, COG, InterPro, GO and NT). A total of 76,268 unigenes were annotated to NR, 78,088 to NT, 67,964 to Swiss-Prot, 63,920 to KEGG, 30,194 to COG, 59,417 to InterPro and 53,038 to the GO database (Fig. 1b). For the functional annotation and classification analyses, with the annotation data based on the classification by GO, the cellular process, the cell and cell part category were the most frequent GO classification groups (Fig. 2). In COG analysis, 30,194 unigenes were annotated and classified into 25 functional categories (Supplementary Fig. 1). The largest cluster was “the general function prediction only”, followed by “Cell wall/membrane/envelope biogenesis” and “Signal transduction mechanisms”. Signal transduction; Cancers: Overview, Global and overview maps; Endocrine system; and Immune system were the top five annotated pathways according to KEGG classification analysis (Supplementary Fig. 2).

**Fig. 2:**
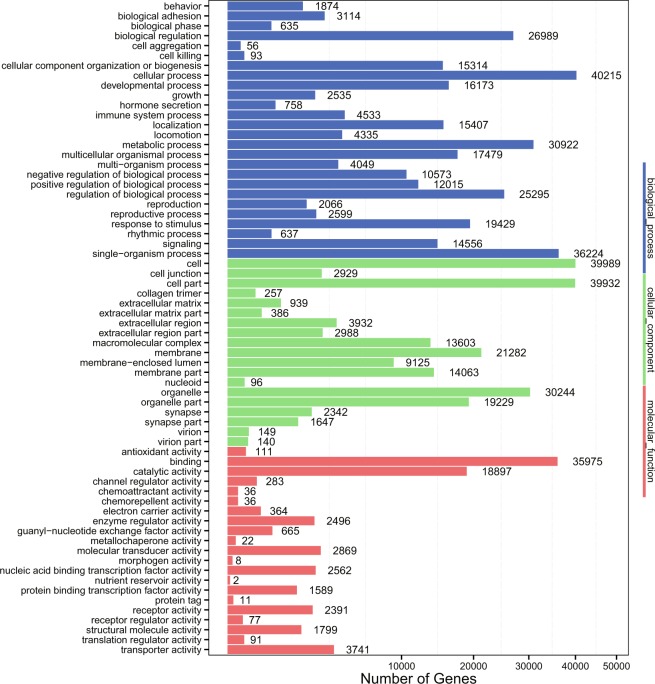
Gene Ontology classification of the *Acipenser sinensis* transcriptome. A total of 49,015 unigenes with BLASTx matched against the animal NR database were classified into three main GO categories (biological process, cellular component, molecular function) and 58 sub-categories. The left-hand scale on the y-axis shows the detailed names of the sub-categories. The x-axis indicates the number of unigenes in the same category.

In BUSCO annotation analysis, the total number of Actinopterygii genes for evaluation was 4,584, and 85.7% of the total BUSCOs identified. In this evaluation data, the ‘Complete and single-copy BUSCOs’ was 42.5%, and the ‘Complete and duplicated BUSCOs’ was 43.2%.

Based on the gene expression data, PCA was performed for dimension reduction to extract a small number of representative features that can represent the effects of all genes. 

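On the log2(FPKM + 1) scale, PC1 held 30.0%, PC2 19.36% and PC3 12.99% of the variance of 107188 unigenes across the 45 libraries. Tissues accounted for 49.64% of the variance on PC1 and PC2 (permutation test of the tissue labels within fish, 100000 permutations, p = 1e-05, the smallest they can give). On PC1, the hypothalamus libraries of stage I fish and males scored -209.7 to -146.5, their pituitary libraries -118.6 to -38.7 and their gonad libraries 92.8 to 152. The ovaries scored 312 to 339.6 on PC1. The female hypothalamus (59.9 to 154) and the female pituitary (43.8 to 138) overlapped on PC1 with each other and with the gonads of stage I fish and males. PC2 parted these 2 female tissues (-207.8 to -67.58) from the gonads of stage I fish and males (69.6 to 222.5), but not from each other. Across all unigenes, the library with the highest Pearson correlation was of the same tissue for 45 of 45 libraries and of the same group for 44. The exception was FP replicate 1, whose nearest library was MP replicate 2 (r across unigenes = 0.7537). On untransformed FPKM, with unigenes as observations, PC1 held 58.35% and PC2 16.5%, and the 10 unigenes with the highest values held 82.24% of the squared FPKM.

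**Figure D1:**
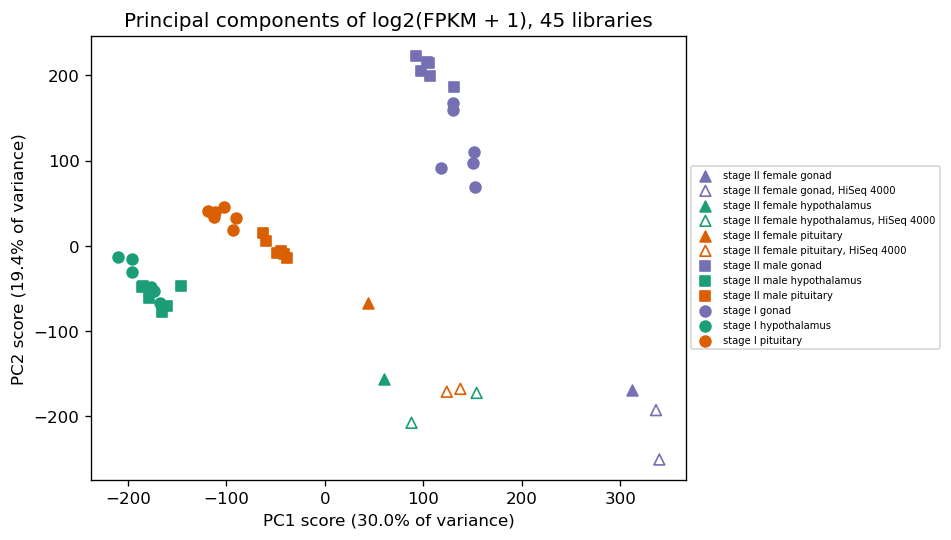
Scores of the 45 libraries on PC1 (30.0% of variance) and PC2 (19.36%) of log2(FPKM + 1), by tissue (colour) and group (shape), with open symbols for HiSeq 4000. The female hypothalamus libraries lie between 59.9 and 154 on PC1, and those of stage I fish and males between -209.7 and -146.5.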

Herein, the PCA-based method on these data set succeeded in discriminating hypothalamus (H), pituitary (P) and gonad (G) from each other (Fig. 3a). However, the female sample displayed significant differences among replicates, especially for the female hypothalamus, possibly because the female samples came from different families. 

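The 3 FH libraries had a mean pairwise distance (1 minus Pearson's correlation of log2(FPKM + 1) across unigenes) of 0.2146 ± 0.0855 (SD over 3 pairs), and the 3 FP libraries one of 0.216 ± 0.1216 (SD over 3 pairs). The distance was 0.079 in UH, 0.0602 in MH, 0.0762 in UP and 0.077 in MP (15 pairs each). None of the 20 sets of 3 UH libraries and none of the 20 sets of 3 MH libraries reached the FH value (highest 0.0946 and 0.0692). The same was found for FP against the sets of 3 UP or MP libraries (highest 0.0863 and 0.0829). In the gonad, FG had 0.103, above every set of 3 MG libraries (highest 0.0934) but below all 20 sets of 3 UG libraries (lowest 0.1032); without FG replicate 1 it was 0.071, below the MG mean of 0.0798. Female fish 1, of HiSeq 2000, was the one farthest from the others: without FH replicate 1 the FH distance was 0.1212, and the pituitaries of fish 2 and 3 were 0.076 apart. The 0.1212 between FH replicates 2 and 3, of 1 platform, was still above every pair of UH (highest 0.1186) and MH libraries (highest 0.0708). The 0.076 between the 2 pituitaries lay within the pairs of UP (0.0598 to 0.0921) and MP (0.0649 to 0.0918). On the PCA of untransformed FPKM, the PC1 loadings ranged from 0.105 to 0.474 in FH, with the highest in replicate 1, and from 0.0642 to 0.0941 in FP. In FH replicate 1 the 10 highest unigenes held 45.24% of the summed FPKM, against 10.4% and 13.94% in FH replicates 3 and 2 and 8.83% to 20.53% in UH and MH. The paper proposes an origin in different families as a possible reason for the differences among the female replicates. Platform and fish change together within the females, and the family of each fish is not given in the sample labels used here.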

Then, Noiseq was used to calculate differential expression of two kinds of comparison purposes (18 pairwise comparisons including 9 in HPG and 9 in different sexes). 

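For 18 comparisons, the number of unigenes called by limma (adjusted p under 0.05) was lowest between the female hypothalamus and pituitary and highest between the male and the female gonad. The lowest place depends on the setting and on the number of fish: UH-VS-MH, with 6 fish per group, had fewer called unigenes than FH-VS-FP with 3 fish per group (1296.5, the median), an absolute log2 fold change of 1 or more (3075 against 4949), 1 fit over all 9 groups (8271 against 15517) or the NOISeq rule with zeros set to 0.5 (2624 against 5372). Unigenes expressed at 1 FPKM or more numbered 50538 ± 410 (SD, n = 3) per library in FH, 57916 ± 9555 (SD, n = 3) in FP and 34267 ± 6539 (SD, n = 3) in FG. They numbered 75708 ± 2142 in MH, 74132 ± 2019 in MP, 79679 ± 2386 in MG, 73983 ± 5077 in UH, 77596 ± 1113 in UP and 65092 ± 6291 in UG (SD, n = 6 each). FH replicate 1 (50458) reached its count with 45.24% of its FPKM in 10 unigenes, which leaves less for the others, and it listed 11446 unigenes at 0, within the UH range of 9150 to 13430, against 21974 and 24972 in FH replicates 2 and 3. At 1 FPKM, 12 of the 18 pairs of groups differed at an adjusted p under 0.05 by a two-sided exact permutation test, including all 6 comparisons of females with stage I fish or males in the same tissue (exact permutation p = 0.0119 each, adjusted p = 0.0214), with every female library below every library of the other group. At 0.1 and 5 FPKM the pairs numbered 10 and 11, and at 5 FPKM FP replicate 1 (21793) was above 4 of the 6 MP libraries. UH-VS-UG is 1 of the 12, and with the tissues paired by fish it had an exact sign permutation p of 0.0625. MP-VS-MG, MH-VS-MG and UP-VS-UG, also among the 12, each had an exact sign permutation p of 0.03125. These paired p-values are not adjusted, and the count of 12 rests on tests that do not pair the tissues. The 3 tissue comparisons within females could not fall below an exact permutation p of 0.1.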

Approximately 74.5–85.6% of the short reads for each individual were mapped to the final unigenes, indicating the good quality of the assembly results. 

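Between the hypothalamus and pituitary of the 3 females, 3026 of 56314 unigenes were higher in the pituitary and 1940 were higher in the hypothalamus at an adjusted p under 0.05 from limma. CL19780.Contig2_All stood at 22603 ± 12657 FPKM (SD, n = 3) in FP against 2.35 ± 1.83 FPKM (SD, n = 3) in FH, a log2 fold change of 12.78 (standard error 0.71, adjusted p = 1.47e-05 from limma). Unigene15193_All stood at 21676 ± 15720 FPKM in FP against 3.40 ± 2.50 FPKM in FH, a log2 fold change of 12.00 (standard error 0.89, adjusted p = 9.82e-05 from limma). CL6337.Contig3_All was lower in FP, at 6.17 ± 5.58 FPKM against 1637 ± 363 FPKM in FH (log2 fold change -8.08, standard error 0.67, adjusted p = 1.64e-04 from limma). Unigene25725_All was lower as well, at 1.58 ± 0.86 FPKM against 746 ± 402 FPKM (log2 fold change -8.05, standard error 0.65, adjusted p = 1.40e-04 from limma). With median-of-ratios scaling, which moves the median log2 fold change of all unigenes from 0.27 to 0.0089, 2392 were higher in FP and 2683 higher in FH, and with the fish as a block, since the tissues come from the same fish, 10705 were called (6502 higher and 4203 lower in FP). Without FH replicate 1, 1498 were higher and 1626 lower in FP, without FH replicate 2, 1606 and 1030, and without FP replicate 2, 2004 and 861. Without FP replicate 3, 1226 were lower in FP. With no filter 1464 were called, and with 1 fit over all 9 groups 15517.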

In the female hypothalamus versus female pituitary (FH-VS-FP), 865 genes were upregulated, while 666 genes were downregulated. 

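From the female pituitary to the female gonad, 6217 of 51227 unigenes were higher in the gonad and 20669 were lower. Unigene10439_All stood at 9906 ± 5957 FPKM (SD, n = 3) in FG and 57.1 ± 96.8 FPKM (SD, n = 3) in FP, a log2 fold change of 9.97 (standard error 1.48, adjusted p = 5.88e-04 from limma). In FP it ranged from 0.18 to 168.9 FPKM, and 1 library held most of the mean. Unigene18371_All stood at 6200 ± 3692 FPKM in FG and 21.7 ± 36.3 FPKM in FP, a log2 fold change of 9.88 (standard error 1.22, adjusted p = 3.20e-04 from limma). Its FP values ranged from 0.313 to 63.6 FPKM, with most of the mean from 1 library. CL4441.Contig2_All fell from 13535 ± 5789 FPKM in FP to 1.99 ± 0.97 FPKM in FG, a log2 fold change of -12.11 (standard error 0.48, adjusted p = 3.16e-06 from limma). CL19780.Contig2_All, also higher in FP than in FH, was at 2.86 ± 0.96 FPKM in FG, a log2 fold change of -12.40 (standard error 0.51, adjusted p = 3.16e-06 from limma). In FP replicate 1, 66 unigenes abundant in all ovaries and at 5 FPKM or less in every stage I and male hypothalamus and pituitary library lay at a median of 2.153% of the same fish's ovary level, against 0.0284% and 0.0487% in FP replicates 2 and 3. With median-of-ratios scaling (median log2 fold change of all unigenes -0.17, against -0.72 without it) 11304 were higher and 15799 lower in the gonad.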

In the female pituitary versus female gonad (FP-VS-FG), 1,091 genes were upregulated, while 2,857 genes were downregulated. In the female hypothalamus versus female gonad (FH-VS-FG), 1,456 genes were upregulated, while 3,097 genes were downregulated. 

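Of 47533 unigenes, 7300 were higher in the female gonad than in the female hypothalamus and 15923 were lower. CL13037.Contig4_All stood at 14031 ± 3223 FPKM (SD, n = 3) in FG and 21.1 ± 31.9 FPKM (SD, n = 3) in FH, a log2 fold change of 10.53 (standard error 0.96, adjusted p = 1.62e-06 from limma). In FH it ranged from 2.25 to 57.9 FPKM, and 1 library held most of the mean. Unigene10439_All, at 14.4 ± 23.2 FPKM in FH, had a log2 fold change of 10.66 (standard error 1.04, adjusted p = 2.74e-06 from limma). Its FH values ranged from 0.379 to 41.2 FPKM, again with most of the mean from 1 library. CL6337.Contig3_All stood at 0.391 ± 0.204 FPKM in FG, a log2 fold change of -10.19 against FH (standard error 0.63, adjusted p = 8.93e-07 from limma), and CL6337.Contig2_All, a contig of the same cluster that may share reads with it, had 686 ± 198 FPKM in FH and 0.225 ± 0.262 FPKM in FG (log2 fold change -9.12, standard error 0.61, adjusted p = 1.23e-06 from limma). In FH replicate 1, the ovary-abundant unigenes described for the pituitary lay at a median of 0.5407% of the same fish's ovary level, against 0.0267% and 0.0566% in FH replicates 2 and 3. With median-of-ratios scaling (median log2 fold change -0.13, against -0.44 without it) 11412 were higher and 14747 lower in the gonad.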

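The comparison of the female pituitary with the gonad gave more called unigenes than that of the hypothalamus with the gonad under limma, also with median-of-ratios scaling (27103 against 26159) and with the fish as a block (31842 against 26432). The order turned without FP replicate 2 (22739 against 23223) and without FP replicate 3 (23186 against 23223), where 2 pituitary libraries are set against 3 hypothalamus libraries. With the probability rule of NOISeq (0.8 or more) and zeros set to 0.5, the counts were 5372 for FH-VS-FP, 16595 for FP-VS-FG and 16055 for FH-VS-FG. With zeros set to 0.001, a value chosen after the other counts were seen, the order was 1527, 3939 and 4539, so that FH-VS-FG came last and highest. No test of the difference between these counts was run.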

The number of DEGs greatly increased in the order of FH-VS-FP → FP-VS-FG → FH-VS-FG. A similar trend of gene expression in HPG also occurred in both males and individuals whose sexes could not be distinguished in stage I. Of the differentially expressed unigenes between males and females in the same kinds of tissues, 772 genes were upregulated, while 1,077 genes were downregulated in the unknown-sex hypothalamus versus male hypothalamus (UH-VS-MH); 3,696 genes were upregulated, while 13,685 genes were downregulated in the unknown-sex hypothalamus versus female hypothalamus (UH-VS-FH); and 4,981 genes were upregulated, while 17,211 genes were downregulated in the male hypothalamus versus female hypothalamus (MH-VS-FH). In addition to the comparisons above, the total results of pairwise comparisons of 9 kinds of tissues are described in Fig. 3b. 

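In males, 17481 unigenes were higher in MP than in MH and 22128 were lower. From the pituitary to the gonad of males 34679 were higher and 16935 lower, and from the hypothalamus to the gonad 37332 were higher and 23525 lower. In stage I fish the counts were 22656 higher and 14679 lower in UP than in UH, 8793 higher and 26698 lower in UG than in UP, and 13792 higher and 24308 lower in UG than in UH. These fits did not pair the tissues by fish. With the fish as a block, the totals in males were 43097 (MH-VS-MP), 55820 (MP-VS-MG) and 64941 (MH-VS-MG). In stage I fish the block gave 41322 (UH-VS-UP), 36760 (UP-VS-UG) and 37092 (UH-VS-UG). With median-of-ratios scaling the splits were 25608 higher and 23515 lower (MP-VS-MG), 29126 and 29146 (MH-VS-MG), 17290 and 18236 (UH-VS-UP) and 13142 and 19540 (UP-VS-UG). The scaling moved the median log2 fold change of all unigenes from 0.27 to 0.029, from 0.26 to 0.025, from 0.18 to 0.038 and from -0.33 to -0.087 in the same order. With the tissues of male fish 4 exchanged, as the labels give them, limma called 0 unigenes in MH-VS-MP (26308 at an unadjusted p under 0.05). The values of both libraries match the paper's tissues: MH replicate 4 was nearest to MH replicate 2 (r across unigenes = 0.935) and MP replicate 4 to MP replicate 2 (r across unigenes = 0.9283), and with the exchange 43 of 45 libraries, instead of 45, were nearest to their own tissue.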

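Of 77608 unigenes, 5596 were higher in MH than in UH and 7843 were lower. Unigene70848_All stood at 21.4 ± 8.64 FPKM (SD, n = 6) in MH and 0.52 ± 1.28 FPKM (SD, n = 6) in UH, a log2 fold change of 4.05 (standard error 0.37, adjusted p = 3.26e-05 from limma). Unigene73176_All stood at 15.7 ± 6.98 FPKM in MH and 0.044 ± 0.108 FPKM in UH, a log2 fold change of 3.86 (standard error 0.29, adjusted p = 4.52e-06 from limma). Unigene80744_All was lower in MH, at 0.36 ± 0.37 FPKM against 195 ± 157 FPKM in UH (log2 fold change -6.88, standard error 0.38, adjusted p = 2.02e-07 from limma). Unigene79260_All was lower in MH as well, at 0.35 ± 0.40 FPKM against 173 ± 126 FPKM (log2 fold change -6.79, standard error 0.36, adjusted p = 1.85e-07 from limma). In the female hypothalamus 6459 unigenes were higher than in UH and 38851 lower (16450 and 25308 with median-of-ratios scaling, which moves the median log2 fold change from -0.66 to -0.20), and 6559 were higher than in MH and 41329 lower (16355 and 26077 with that scaling, median from -0.65 to -0.20). With the HiSeq 2000 libraries only, which leaves 1 female assumed to vary like the other group, 2684 unigenes were higher and 29129 lower in FH than in UH, and 3664 higher and 38117 lower in FH than in MH. With the same libraries after median-of-ratios scaling, chosen after the values were seen, the splits were 13080 and 12322 (UH-VS-FH) and 16129 and 15928 (MH-VS-FH). Without FH replicate 1 the unigenes higher in FH numbered 11168 in UH-VS-FH and 12614 in MH-VS-FH, and without FH replicate 2 they numbered 4296 in UH-VS-FH. With male fish 4 exchanged, 6463 unigenes were called in UH-VS-MH.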

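Between the male and the female gonad, 7391 unigenes were higher in the ovary and 62767 lower, of 85760. CL13037.Contig3_All stood at 13522 ± 1301 FPKM (SD, n = 3) in FG and 5.37 ± 6.70 FPKM (SD, n = 6) in MG, a log2 fold change of 11.45 (standard error 0.50, adjusted p = 1.79e-08 from limma), and CL16422.Contig6_All at 5647 ± 1855 FPKM in FG and 1.66 ± 2.06 FPKM in MG (log2 fold change 11.25, standard error 0.45, adjusted p = 8.98e-09 from limma). Unigene9638_All was lower in the ovary, at 3.14 ± 4.29 FPKM against 375 ± 90.7 FPKM in MG (log2 fold change -6.98, standard error 0.49, adjusted p = 3.65e-07 from limma), and Unigene46930_All stood at 2.98 ± 1.61 FPKM against 432 ± 309 FPKM (log2 fold change -6.64, standard error 0.45, adjusted p = 3.08e-07 from limma). In the same tissue of stage I fish and males, 5698 unigenes were higher and 23253 lower in MP than in UP, and 24191 higher and 4816 lower in MG than in UG. Compared with females, 6138 were higher and 35412 lower in FP than in UP, 7554 higher and 39810 lower in FG than in UG, and 7665 higher and 24401 lower in FP than in MP. With median-of-ratios scaling the splits became 10765 and 11178 (UP-VS-MP), 10956 and 9480 (UG-VS-MG), 12916 and 21915 (UP-VS-FP), 16089 and 28947 (UG-VS-FG), 11795 and 18745 (MP-VS-FP) and 19092 and 44575 (MG-VS-FG). The median log2 fold change moved from -0.23 to -0.016, from 0.39 to 0.059, from -0.56 to -0.19, from -0.97 to -0.52, from -0.36 to -0.17 and from -1.24 to -0.64 in the same order. With the HiSeq 2000 libraries only (1 female, assumed to vary like the other group), the unigenes higher and lower in females numbered 4283 and 13886 (UP-VS-FP), 3701 and 10638 (UG-VS-FG), 4883 and 6600 (MP-VS-FP) and 7180 and 51365 (MG-VS-FG). With the same libraries after median-of-ratios scaling, chosen after the values were seen, more were higher than lower in females in UP-VS-FP (9197 against 6940), UG-VS-FG (14420 against 6228) and MP-VS-FP (7835 against 4909), and 24773 were higher and 25994 lower in MG-VS-FG. Without FP replicate 2 or 3, 19529 or 20405 unigenes were called in MP-VS-FP, and without FP replicate 1 the unigenes higher in FP numbered 11894.

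**Figure D2:**
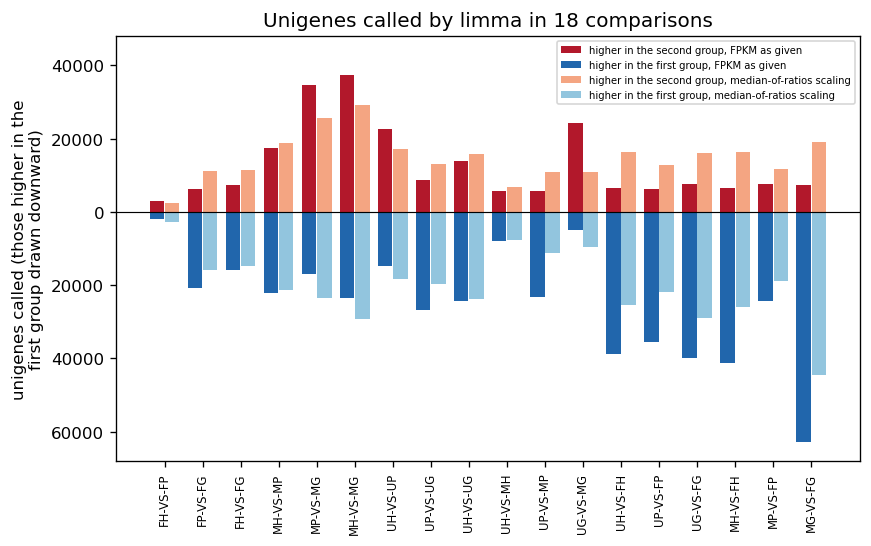
Unigenes called by limma in 18 comparisons, those higher in the second group drawn upward and those higher in the first group drawn downward, for FPKM as given (dark) and after median-of-ratios scaling (light). In MG-VS-FG, the part below the line holds 62767 unigenes as given and 44575 after scaling.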

To validate the repeatability and reproducibility of DEGs generated from annotated data, we re-amplified 10 sex-related genes by RT-PCR. Nine of the 10 genes had gene expression profiles similar to those from RNA-Seq, suggesting that the sex-related genes identified through RNA-Seq were highly accurate and reliable.

**Fig. 3:**
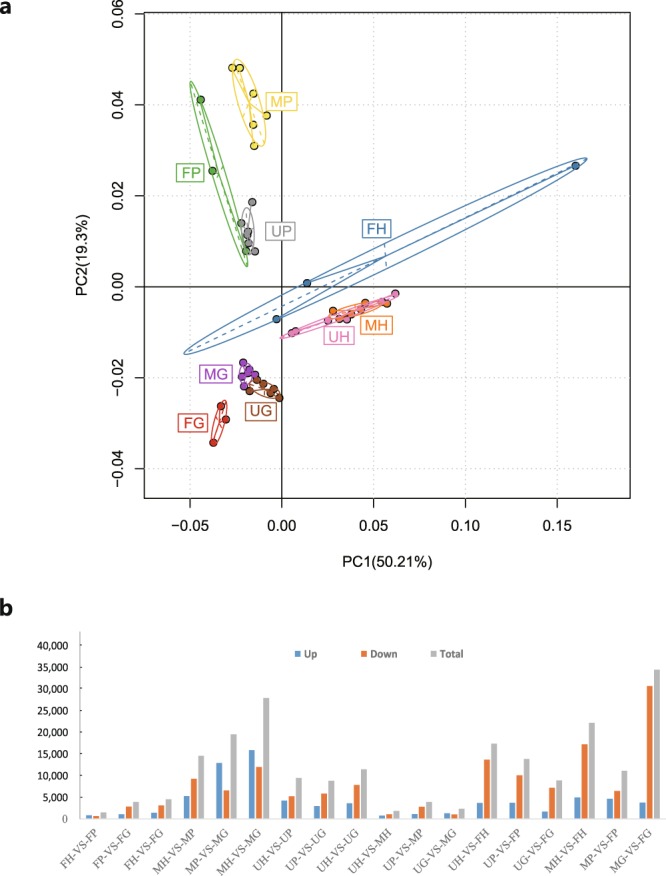
Principle component analysis (PCA) and different gene expression analysis in the *Acipenser sinensis* transcriptome. (**a**) PCA plot of 45 samples based on estimated expression values. (**b**) The statistics of different expression genes in different pairwise comparisons. A total of 18 pairwise comparisons among the HPG of different sexes were performed. (F: Female; M: Male; U: unknown; H: hypothalamus; P: pituitary; G: gonad).

The unigene set generated a total of 51,570 SSRs, with the largest number of SSR motifs of mono-nucleotide repeats (18,162), followed by di-nucleotide repeats (17,628) and tri-nucleotide repeats (12,799) (Fig. 4).

**Fig. 4:**
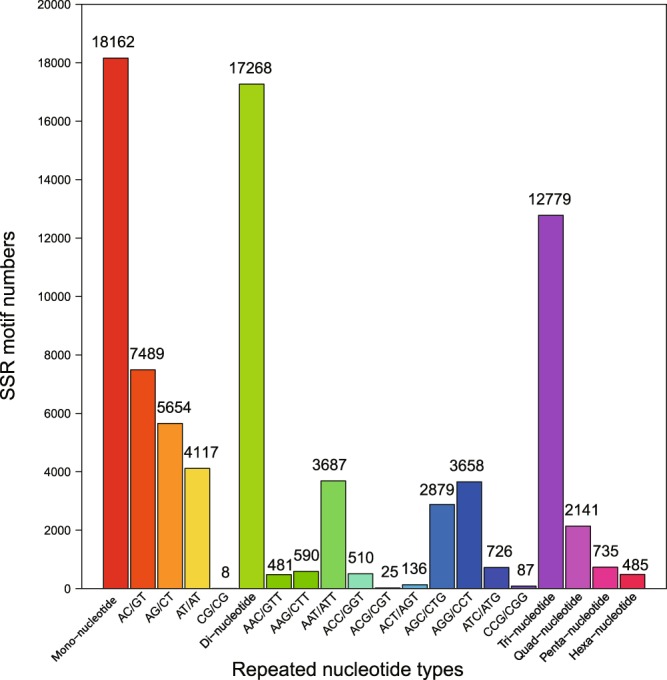
SSR distribution of *Acipenser sinensis* unigenes.

## Usage Notes

For the first time, we reported the transcriptome resources of the integrated HPG of stage I and stage II in *A. sinensis*. The novel *de novo* assembly unigenes will provide the following: (i) abundant functional genes for further research on molecular evolution, genetic breeding and fish disease prevention; and (ii) an abundance of SSR markers in *A. sinensis*. In addition, the DEGs will offer possibilities (i) to understand the gene interaction and regulations of gonad development from stage I to II in *A. sinensis*, (ii) to explore the gene co-expression and sex differentiation in *A. sinensis*, and (iii) to reveal gene or tissue interaction models of the HPG axis in *A. sinensis*. These findings are also valuable for research on developmental regulation or gene expression patterns of tissue interaction, the identification of HPG- and sex-related genes, and developing SSR markers in other sturgeon species.

## Supplementary Information

### ISA-Tab metadata file

Download metadata file

### Supplementary information

Supplementary Figures

## Online-only Table

**Online-only Table 1:** Statistics of assembled unigenes from 45 transcriptome samples of *Acipenser sinensis.*

Sample Classification	Sample Name	Unigene Number	Unigene Length(nt)	Mean Unigene Length(nt)	N50	Distinct Clusters	Distinct Singletons	GC content(%)
Individuals of stage I (1 year old)	Asia1h	136,745	83,229,019	608	1,085	39,896	96,849	45.38
	Asia1p	133,508	78,671,828	589	1,007	37,769	95,739	45.69
	Asia1s	81,326	32,904,767	404	491	15,349	65,977	48.75
	Asia2h	143,263	89,375,925	623	1,125	42,909	100,354	45.43
	Asia2p	132,214	78,037,509	590	1,023	37,307	94,907	45.45
	Asia2s	121,534	69,354,029	570	941	33,834	87,700	46.20
	Asia3h	122,426	73,222,425	598	1,037	34,393	88,033	46.35
	Asia3p	129,274	76,029,334	588	1,029	36,145	93,129	45.72
	Asia3s	108,543	52,295,757	481	681	25,654	82,889	46.31
	Asia4h	126,556	67,751,855	535	839	33,536	93,020	46.16
	Asia4p	134,029	77,838,707	580	1,008	37,609	96,420	45.56
	Asia4s	106,304	60,670,762	570	957	27,805	78,499	47.20
	Asia5h	122,101	59,395,705	486	689	29,600	92,501	47.44
	Asia5p	139,379	79,806,132	572	964	38,975	100,404	46.11
	Asia5s	132,499	75,494,407	569	954	36,473	96,026	44.64
	Asia6h	115,753	60,236,671	520	776	30,336	85,417	47.62
	Asia6p	155,858	94,884,467	608	1,087	45,933	109,925	45.27
	Asia6s	120,288	57,366,733	476	687	29,322	90,966	44.22
Males of stage II (>4 years old)	Asib1Mh	125,451	86,424,239	688	1,336	38,263	87,188	46.01
	Asib1Mp	103,482	69,891,630	675	1,269	30,121	73,361	46.60
	Asib1Ms	126,458	91,587,291	724	1,440	41,788	84,670	46.31
	Asib2Mh	119,906	81,464,111	679	1,282	36,182	83,724	46.10
	Asib2Mp	114,620	76,486,712	667	1,259	33,847	80,773	46.57
	Asib2Ms	124,110	90,413,835	728	1,463	40,495	83,615	46.02
	Asib3Mh	108,294	73,758,866	681	1,270	32,739	75,555	46.40
	Asib3Mp	109,078	68,464,190	627	1,134	30,368	78,710	46.74
	Asib3Ms	115,414	82,355,316	713	1,412	36,095	79,319	46.33
	Asib4Mh	115,633	80,399,534	695	1,365	35,297	80,336	46.47
	Asib4Mp	126,747	80,469,294	634	1,175	36,323	90,424	46.45
	Asib4Ms	126,158	87,372,982	692	1,360	39,597	86,561	46.08
	Asib5Mh	121,304	80,350,698	662	1,259	35,634	85,670	46.41
	Asib5Mp	122,395	77,735,980	635	1,177	34,869	87,526	46.63
	Asib5Ms	124,621	88,175,276	707	1,398	40,053	84,568	46.51
	Asib6Mh	125,914	82,603,379	656	1,244	37,907	88,007	46.63
	Asib6Mp	106,979	67,431,297	630	1,139	29,526	77,453	46.85
	Asib6Ms	116,404	77,236,490	663	1,248	35,490	80,914	47.22
Females of stage II (>4 years old)	Asib1Mh-F	107,096	59,540,169	555	935	26,392	80,704	45.59
	Asib1Mp-F	110,039	63,291,880	575	1,008	27,842	82,197	46.50
	Asib1Ms-F	60,853	43,499,127	714	1,358	16,067	44,786	47.34
	Asib2Mh-F	85,890	69,161,046	805	1,387	28,595	57,295	43.91
	Asib2Mp-F	77,254	65,923,572	853	1,512	25,726	51,528	43.89
	Asib2Ms-F	40,374	37,323,089	924	1,638	12,166	28,208	46.37
	Asib3Mh-F	74,902	63,216,845	843	1,451	24,559	50,343	43.93
	Asib3Mp-F	72,157	56,965,898	789	1,317	22,470	49,687	44.04
	Asib3Ms-F	50,482	43,671,693	865	1,538	14,777	35,705	45.27
	Final unique gene	121,952	168,896,278	1,384	2,208	64,643	57,309	46.23

# Supplementary material for: Hypothalamus-pituitary-gonad axis transcriptome profiling for sex differentiation in Acipenser sinensis
**Source:** Sci Data. 2019 Jun 13;6:87. doi: 10.1038/s41597-019-0099-1
**Supplement:** Supplementary file 2 — Supplementary Figures

Hypothalamus-pituitary-gonad axis transcriptome profiling for sex differentiation in *Acipenser sinensis*

Contents:

Page numbers	File names	Descriptions
Page 2	Supplementary Figure 1	**COG functional classification of <i>Acipenser sinensis</i> unigenes.**<br>A total of 30,194 unigenes were assigned to one or more of the 25 COG classification categories.
Page 3	Supplementary Figure 2	**KEGG pathways of <i>Acipenser sinensis</i> unigenes.**<br>A total of 63,920 unigenes were assigned to one or more of the 33 KEGG classification categories.

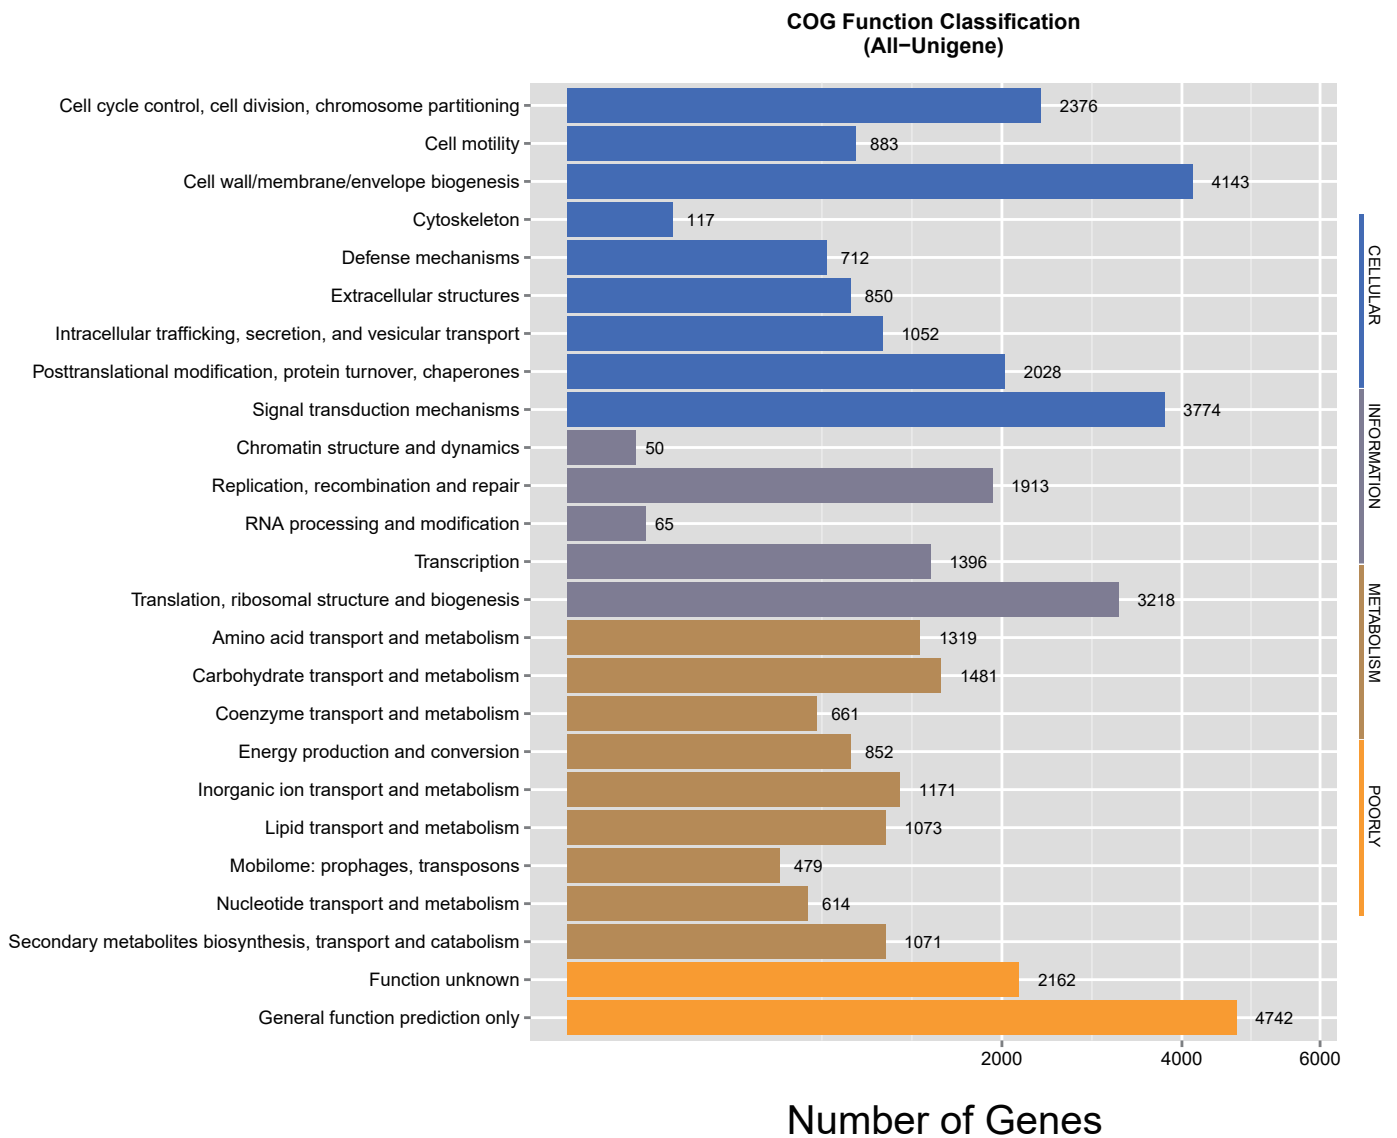

Supplementary Figure 1. COG functional classification of *Acipenser sinensis* unigenes. A total of 30,194 unigenes were assigned to one or more of the 25 COG classification categories.

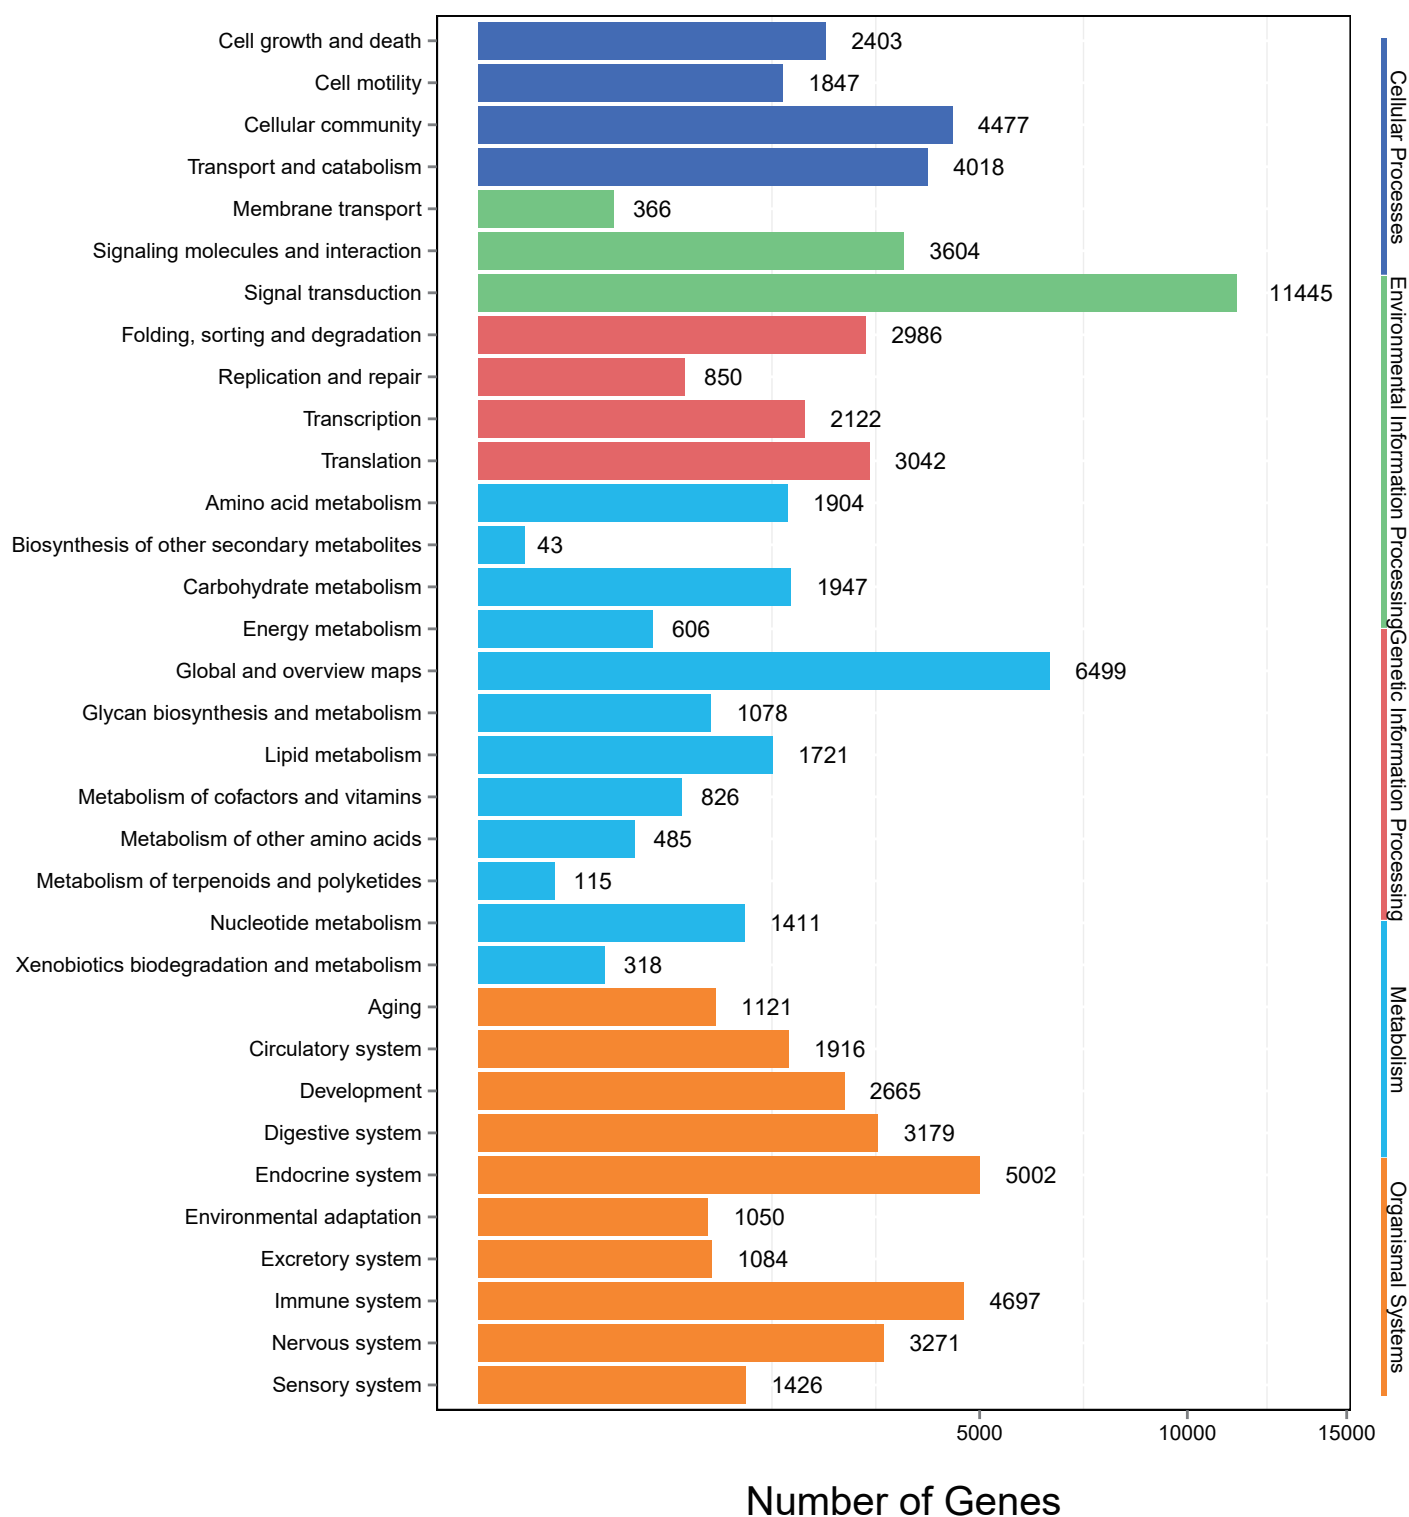

Supplementary Figure 2. KEGG pathways of *Acipenser sinensis* unigenes. A total of 63,920 unigenes were assigned to one or more of the 33 KEGG classification categories.

How the deposited data were processed for this re-analysis (not part of the article)

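RNA from the hypothalamus, pituitary and gonad of 15 Acipenser sinensis was measured in 45 libraries: 6 fish in stage I with unknown sex, 6 males and 3 females in stage II. Each group of a tissue is named by its first letter (U, M or F) and the tissue letter. The libraries of the same fish share a number, so the tissues within a sex come in pairs by fish, while numbers shared between fish of different groups are only numbers. The main limma tests did not use this pairing, and a fit with the replicate number as a block was run as an alternative. Within the males and the females, each hypothalamus library deviated most like its own fish's library among the pituitaries and among the gonads. Each pituitary library did so among the gonads. The match was not sought in the other direction. The lowest of these correlations of deviations from the group means was 0.199. In the stage I fish the own fish's library was the best match for 5 of 6 fish between hypothalamus and pituitary, for 3 of 6 between pituitary and gonad and for 2 of 6 between hypothalamus and gonad.

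The authors filtered the reads with SOAPnuke, assembled unigenes from all 45 libraries with Trinity, mapped reads to them with SOAP2 and computed FPKM with RSEM. The deposited table holds these FPKM values for 121952 unigenes, of which 64643 are contigs of clusters and 57309 are single unigenes, and no read counts. No value was changed before the tests except by the transformations given here. All 45 sample columns were used and 0 were left out. Male fish 4's hypothalamus and pituitary carry tissue labels that conflict with the paper's sample codes and study table. The paper's tissues were used, and the exchange was run as an alternative.

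Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), over the 2 groups of each of 18 comparisons, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Unigenes were kept at 1 FPKM or more in at least as many libraries as the smaller group holds. The difference of a tissue comparison between stage I fish and males was tested as an interaction in the same way. The NOISeq program is not installed, so its published rule was written anew (probability of 0.8 or more, zeros set to 0.5, and to 0.001 as an addition). The limma step was tested on simulated data made from the means and spreads of real libraries with 200 changed unigenes: for UH-VS-MH it called 61% of 100 unigenes changed by 1 on the log2 scale and 100% of 100 changed by 3, with 8 false calls among 77608 unigenes, and for FH-VS-FP 0% and 0% of the same numbers, with 0 false calls among 56314 unigenes. With so few changed unigenes the adjustment is stricter than in the real FH-VS-FP, where 11304 unigenes had an unadjusted p under 0.05 from limma and 4966 were called. The 0% therefore does not carry over to that comparison. The NOISeq rule was checked against a plain count on 400 simulated unigenes and gave the same probability for all, and the relative depth was recovered within 0.07% over simulated ratios. That simulation used whole fragment counts, while the deposited values are RSEM estimates, so its accuracy does not carry over to them. FH replicate 1 had a relative depth of 1.41 with 68.4 M clean reads, against 1.125 with 69.1 M in UH replicate 6.

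The relative depth of libraries was read from values under 0.15 FPKM: where both libraries hold 1 fragment of a unigene, the ratio of the FPKM values is the inverse ratio of the depths. Zeros in an estimated table can be failed estimates as well as absence, so a unigene at 0 is described as listed at 0. Libraries were described by principal components of log2(FPKM + 1) over unigenes at 1 FPKM or more in at least 3 libraries, by principal components of untransformed FPKM with unigenes as observations as the paper's methods state, and by 1 minus Pearson's correlation. Counts of expressed unigenes were compared with exact permutation tests.

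Alternatives set before the data were examined were a pseudocount of 0.1, no filter, median-of-ratios scaling, a fit with the replicate number as a block, an absolute log2 fold change of 1 or more, 1 fit over all 9 groups, leaving out each library in turn, 3 fish per group, HiSeq 2000 libraries only, male fish 4 exchanged or left out, and the NOISeq rule. The unigenes named in the text were taken by a rule written before the data were examined: in each comparison shown, the 2 highest and 2 lowest log2 fold changes among unigenes with adjusted p under 0.05, a mean of 10 FPKM or more in the higher group and no overlap between the libraries of the groups. Lists of genes and cell type markers had been written by name, and none was used because the files used here do not pair unigenes with names. Results were computed with R, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.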

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

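The tests of the replacement value of zeros and of the depth, sex and platform of the unigenes at 0, and the count of unigenes found in 1 fish, were chosen only after the results were seen. The pattern of ovary-abundant unigenes was noticed from group means and SDs before its tests were written, when the shares per library had not been seen. It took the place of an earlier pattern, most unigenes being lower in the ovary.

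Over 32 sets of 6 libraries (5 measures in each group of 6 and the male-female axis in the gonads), chance sets apart about 1 library in 20 sets, and 2 libraries stood apart from the others of their group. UP replicate 6 had 9796 unigenes at 0 FPKM, against 10724 to 11036 in the other UP libraries. UG replicate 1 had a relative depth of 0.789, against 1.0 to 1.049 in the other UG libraries.

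The tissue difference itself differed between stage I fish and males for 2874 unigenes between hypothalamus and pituitary (620 with a higher, 2254 with a lower difference in males; 1122 and 994 with median-of-ratios scaling; 4971, of which 1070 and 3901, with the tissues paired by fish), 34215 between pituitary and gonad (31661 and 2554; 7417 and 6101 with that scaling) and 21294 between hypothalamus and gonad (18728 and 2566; 6675 and 5134 with that scaling). For each, the real split of the 12 fish was the only 1 of 100 to reach its count, and the highest of the others gave 133, 4713 and 13. The other splits moved whole fish between the groups. Differences between stage I fish and males in each tissue therefore entered their residual spread. Those splits cannot tell whether chance would give as many unigenes whose tissue difference itself differs.

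In female fish 1, 314 unigenes were at 1 FPKM or more in all 3 tissues and under 0.1 FPKM in the 42 libraries of the other fish, and 292 of them were single unigenes. For each of the other fish, the same count was 0.

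The NOISeq rule called fewer unigenes between hypothalamus and pituitary in females (1527 with zeros set to 0.001) than in males (14478). A smaller number of fish is argued against as the whole cause, since the lowest of 20 sets of 3 male fish gave 13223. With zeros set to 0.5 the counts were 5372 in females and 16813 in males. The female count therefore moved more with the replacement value than the male count did, and the gap narrowed. The male count was still 3.13 times the female count, which argues against the replacement value as the whole cause. Female fish 2 and 3, of 1 platform, gave 3508 without fish 1, against 1654 and 851 for the pairs that hold fish 1, as a difference between the platforms would give. Platform and fish change together here, so a difference between individual females may account for it equally, and sex stays open as untested.

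In all 6 libraries of female fish 2 and 3, 9322 unigenes were listed at 0, against at most 3172 for any other pair of stage II fish. The depth is argued against for the hypothalamus only: the lower relative depth of the hypothalamus libraries of these fish, 1.128, was above the median of 1.024 of the 12 stage I and male hypothalamus libraries, and both held more unigenes at 0 (21974 or more) than any of the 12 (at most 13430). The pituitary and gonad libraries of female fish 3 had lower relative depths, 0.79 and 0.827. Sex is argued against as the whole cause, since 84.27% of the unigenes were above 0 in female fish 1. The platform cannot be told apart from the fish: no other fish was run on HiSeq 4000, and the most unigenes at 0 in all 3 tissues of a fish on HiSeq 2000 was 5694, against 12899 and 14705 in female fish 2 and 3.

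Unigenes abundant in the ovary (500 FPKM or more in all FG libraries and at most 5 FPKM in all stage I and male hypothalamus and pituitary libraries; 66 unigenes) were present in FP replicate 1 at a median of 2.153% and in FH replicate 1 at 0.5407% of the same fish's ovary level. In FP replicate 1, 97.0% of them lay within 2 times that median, as 1 admixture of ovary material in the library would give, and a candidate explanation is such material. A property of female hypothalamus and pituitary is argued against as the whole cause, since the higher median share of female fish 2 was only 0.02841%. With that share taken off FH replicate 1, a calculation chosen after the values were seen, the FH distance was 0.2147 against 0.2146, so the share does not account for the distance of that library from the other FH libraries.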

How the results depend on the processing

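The NOISeq rule with zeros set to 0.001, HiSeq 2000 libraries with median-of-ratios scaling and the ovary share taken off were chosen only after the results were seen. The tests are on FPKM with no counts, so depth limits what low unigenes can show, and with 1 female left the lone sample is assumed to vary like the other group. Where no value below shows a cause, the cause was not tested. The pseudocount of 0.1 and median-of-ratios scaling kept the count of all 18 comparisons within 1.5 times, and leaving out male fish 4 did so for the 7 that use it. All log2 fold changes of the unigenes named here kept their direction and an adjusted p under 0.05 in the alternatives run for them.

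The replicate block gave 10705 for FH-VS-FP, where it pairs tissues of the same fish, and changed no other call beyond 1.5 times in such pairs. Between different fish, where the numbers pair nothing (correlations of deviations between -0.18 and 0.21), it gave 17077 for UP-VS-FP and 360 for MP-VS-FP; it also gave 4971 for the hypothalamus-pituitary interaction. No filter gave 1464 and 1 fit over all 9 groups 15517 for FH-VS-FP, and that fit 8271 for UH-VS-MH. An absolute log2 fold change of 1 or more, which only removes calls, gave 16531 (MH-VS-MP), 24690 (MP-VS-MG), 32922 (MH-VS-MG), 15691 (UH-VS-UP), 22719 (UP-VS-UG), 3075 (UH-VS-MH), 6355 (UP-VS-MP), 14796 (UG-VS-MG) and 20265 (MP-VS-FP). With 3 fish per group (fewer samples) the median was 20081.5 (UH-VS-UP), 22231 (UP-VS-UG), 1296.5 (UH-VS-MH), 9062.5 (UP-VS-MP), 5628 (UG-VS-MG), 25583 (UP-VS-FP) and 11898.5 (MP-VS-FP). Male fish 4 exchanged gave 0 (MH-VS-MP) and 6463 (UH-VS-MH), and both of its exchanged libraries were nearest to libraries of the paper's tissue. HiSeq 2000 libraries only gave 18169 (UP-VS-FP), 14339 (UG-VS-FG) and 11483 (MP-VS-FP), and with median-of-ratios scaling as well 25402 (UH-VS-FH), 16137 (UP-VS-FP), 20648 (UG-VS-FG) and 12744 (MP-VS-FP). In that setting more unigenes were higher than lower in the females in UP-VS-FP (9197 against 6940), UG-VS-FG (14420 against 6228) and MP-VS-FP (7835 against 4909), the opposite of FPKM as given with all libraries, and the splits were 13080 and 12322 (UH-VS-FH), 16129 and 15928 (MH-VS-FH) and 24773 and 25994 (MG-VS-FG).

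The NOISeq rule with zeros set to 0.5 gave 16595 (FP-VS-FG), 16813 (MH-VS-MP), 22952 (MP-VS-MG), 31218 (MH-VS-MG), 11870 (UH-VS-UP), 13538 (UP-VS-UG), 16956 (UH-VS-UG), 2624 (UH-VS-MH), 5685 (UP-VS-MP), 4933 (UG-VS-MG), 23593 (UH-VS-FH), 18559 (UP-VS-FP), 20282 (UG-VS-FG), 26966 (MH-VS-FH), 14802 (MP-VS-FP) and 39449 (MG-VS-FG). With zeros set to 0.001 it gave, in the order of the comparisons within females, males and stage I fish, 1527, 3939, 4539, 14478, 19427, 27791, 9419, 8742 and 11422, then 1834 (UH-VS-MH), 3901 (UP-VS-MP), 2340 (UG-VS-MG), 17327 (UH-VS-FH), 13780 (UP-VS-FP), 8889 (UG-VS-FG), 22113 (MH-VS-FH), 11039 (MP-VS-FP) and 34364 (MG-VS-FG).

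Leaving out each library in turn gave 2636 to 4480 for FH-VS-FP (3124 without FH replicate 1, 2636 without FH replicate 2, 2865 without FP replicate 2), 19529 to 45344 for MP-VS-FP (19529 without FP replicate 2, 20405 without FP replicate 3) and an FH distance of 0.1212 (without FH replicate 1) to 0.2892. The other 175 totals of called unigenes stayed within 1.5 times. The unigenes higher in FH moved further, to 11168 (UH-VS-FH) and 12614 (MH-VS-FH) without FH replicate 1 and to 4296 (UH-VS-FH) without FH replicate 2, as did those higher in FP without FP replicate 1, to 11894 (MP-VS-FP), and those lower in FP without FP replicate 3, to 1226 (FH-VS-FP). Median-of-ratios scaling gave 13518 for the pituitary-gonad and 11809 for the hypothalamus-gonad interaction. Stricter limits of 10 and 0.5 FPKM left 4 tissue-restricted unigenes of 48. Limits of 0.5 FPKM on both sides gave 598 sex-restricted unigenes, against 8. HiSeq 2000 libraries only, with 1 female, gave 353, among them the 314 found in female fish 1 only.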

Differences from the paper's values

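The NOISeq rule with zeros set to 0.001 and the scaled HiSeq 2000 setting were chosen only after the values were seen. The paper's counts use NOISeq at a probability of at least 0.8, while the counts here use limma at an adjusted p under 0.05, and the paper's lists of called unigenes were not used here, so no count of its unigenes dropped is given. "Upregulated" is read as higher in the second group named.

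For FH-VS-FP the paper's counts are 865 upregulated, 666 downregulated and 1531 in all, against 3026, 1940 and 4966 here. Of the alternatives set before the data were examined, no filter came within 1.5 times (910, 554 and 1464), as did leaving out FP replicate 2 for the downregulated unigenes only (861), and the others did not. For FP-VS-FG the paper's counts are 1091 and 2857, against 6217 and 20669 here, and for FH-VS-FG the paper's are 1456 and 3097, against 7300 and 15923 here; none of those alternatives came within 1.5 times. With zeros set to 0.001, a value chosen after seeing the values, the NOISeq rule gave 863, 664 and 1527 for FH-VS-FP, 1091 and 2848 for FP-VS-FG, and 1453 and 3086 for FH-VS-FG.

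For UH-VS-MH the paper's counts are 772 and 1077, against 5596 and 7843 here. The NOISeq rule with zeros set to 0.5 came within 1.5 times for both (1057 and 1567), and 3 fish per group for the downregulated unigenes (739.5); the other alternatives set before the data were examined did not. For UH-VS-FH the paper's counts are 3696 and 13685, against 6459 and 38851 here. For the upregulated unigenes, the replicate block (3004), an absolute log2 fold change of 1 or more (5080), leaving out UH replicate 4, 5 or 6 or FH replicate 2 or 3 (4296 to 5447), HiSeq 2000 libraries only (2684), 3 fish per group (3413.5) and the NOISeq rule with zeros set to 0.5 (5119) came within 1.5 times, and for the downregulated unigenes only the last did (18474). For MH-VS-FH the paper's count of downregulated unigenes is 17211, against 41329 here, and among those alternatives only the NOISeq rule with zeros set to 0.5 came within 1.5 times (20772). The paper's text gives 34439 as its highest count without naming the comparison; it is set here against MG-VS-FG, the highest bar in the paper's Fig. 3b, which had 70158 here, and again only that rule came within 1.5 times (39449). Chosen after seeing the values, the NOISeq rule with zeros set to 0.001 gave 766 and 1068 (UH-VS-MH), 3680 and 13647 (UH-VS-FH), 17155 (MH-VS-FH, downregulated) and 34364 (MG-VS-FG), and HiSeq 2000 libraries with median-of-ratios scaling gave 12322 (UH-VS-FH, downregulated), 15928 (MH-VS-FH, downregulated) and 50767 (MG-VS-FG).

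The paper places FH-VS-FG last in the order of its counts within females. With limma, FP-VS-FG had the most (26886, against 23223 for FH-VS-FG). Leaving out FP replicate 2 (2865, 22739 and 23223) or FP replicate 3 (3683, 23186 and 23223) gave the paper's order, with unequal numbers of libraries, and the NOISeq rule with zeros set to 0.001, chosen after seeing the values, gave it too (1527, 3939 and 4539). For males, limma gave the paper's order (39609, 51614 and 60857). The paper describes a similar trend in stage I fish, where limma gave 37335 for UH-VS-UP, 35491 for UP-VS-UG and 38100 for UH-VS-UG. Of the alternatives set before the data were examined, the paper's order was given by the NOISeq rule with zeros set to 0.5 (11870, 13538 and 16956), an absolute log2 fold change of 1 or more (15691, 22719 and 26080), 1 fit over all 9 groups (33098, 40683 and 43603), no filter (43916, 46460 and 49118) and 3 fish per group (20081.5, 22231 and 26142.5). Leaving out UH replicate 5 (34140, 35491 and 35562) or UH replicate 6 (34530, 35491 and 35744) gave it as well, with unequal numbers of libraries, and leaving out any other library did not. It was not given by the pseudocount of 0.1, median-of-ratios scaling or the replicate block, nor by the NOISeq rule with zeros set to 0.001 (9419, 8742 and 11422). The total line of Table 1 in the paper gives 2848107868 raw and 2588182624 clean reads, while its 45 lines sum to 3255191544 and 2967342806.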

Other observations

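The counts of tissue-restricted unigenes within each group of fish, the sex-restricted counts with female fish 2 and 3 only and the levels of Unigene73176_All and Unigene80744_All across all libraries were chosen only after the results were seen.

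Unigenes restricted to 1 tissue across sexes and stages (5 FPKM or more in all 15 libraries of a tissue and under 1 FPKM in the others) numbered 11 in the hypothalamus, 37 in the pituitary and 0 in the gonad. Within the males alone there were 262, 117 and 381 such unigenes in hypothalamus, pituitary and gonad, within the females 158, 239 and 263, and within the stage I fish 144, 118 and 101. The limits had to hold in 3 female fish but in 6 males and 6 stage I fish, so the female counts are not comparable with the others. Ovary-abundant unigenes lay at a median of 2.153% of the ovary level in FP replicate 1, which can take them out of the female gonad count. Unigene73176_All, one of the unigenes higher in MH than in UH, was at 4.58 to 121.6 FPKM in all 18 male libraries and listed at 0 in all 9 female libraries. Among the stage I fish it was above 0 in fish 2 only (UG 3.11, UP 1.05 and UH 0.265 FPKM). Unigene80744_All was at 3.33 to 494.9 FPKM in all 18 stage I libraries, listed at 0 in all 9 female libraries and at most 5.06 FPKM in the males.

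Present in all libraries of 1 sex in stage II and lacking in the other (1 FPKM or more against under 0.1 FPKM) were 8 unigenes of the males and 0 of the females. Of the 84 splits of the 9 fish into 3 and 6, the real one was the only 1 to reach 8. The highest of the others gave 2. A share of 1 in 84 is the smallest this test can give, and the 8 rest on 1 pair of limits. The real split also follows any other difference between these males and females. Female fish 2 and 3 were run on another platform and share 9322 unigenes listed at 0, which favours unigenes lacking in females. The 8 are therefore not established as restricted to males. With female fish 1 alone, of HiSeq 2000, the counts were 321 of the female and 32 of the males. The 314 unigenes found in female fish 1 only are among the 321. Nearly all of the 321 were thus also lacking in female fish 2 and 3 and in the stage I fish. With female fish 2 and 3 only, the counts were 1 of the females and 594 of the males. At 0.5 FPKM on both sides, with all 3 females, the counts were 15 of the females and 583 of the males.

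An axis was taken as the mean standardized log2(FPKM + 1) of the 7391 unigenes higher in FG minus that of the 62767 higher in MG. On this axis the ovaries lay between 2.66 and 2.91 and the testes between -1.01 and -0.71. The 6 stage I gonads lay between -0.57 and -0.39, all nearer to the testes. The 2 ends are fixed, because the unigenes were chosen from these same testes and ovaries. Unigenes at 1 FPKM or more were also fewer in FG (34267) than in UG (65092) and MG (79679). The axis does not part that difference from sex, and it was not run with scaling. The values therefore do not show the sex of the stage I fish. The sex of these fish is not known, so no groups were made.

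An arbitrary grouping is argued against for the 15 comparisons with 6 fish in at least 1 group. Each real count was the only 1 of 84 or 100 splits to reach its value. The real counts and the highest of the other splits were 39609 and 36 (MH-VS-MP), 51614 and 36 (MP-VS-MG), 60857 and 22756 (MH-VS-MG), 37335 and 12 (UH-VS-UP), 35491 and 10786 (UP-VS-UG), 38100 and 9 (UH-VS-UG), 13439 and 61 (UH-VS-MH), 28951 and 948 (UP-VS-MP), 29007 and 23 (UG-VS-MG), 45310 and 6 (UH-VS-FH), 41550 and 5 (UP-VS-FP), 47364 and 617 (UG-VS-FG), 47888 and 11 (MH-VS-FH), 32066 and 10 (MP-VS-FP) and 70158 and 15 (MG-VS-FG). For the 3 comparisons of 3 libraries against 3, the splits are too few to tell a real grouping from an arbitrary one: 4966 and 0 (FH-VS-FP), 26886 and 0 (FP-VS-FG) and 23223 and 0 (FH-VS-FG). Among the 32 splits of 2 tissues that part every fish, the highest other count was 19606 in MH-VS-MG and at most 9 in the other tissue comparisons of males and stage I fish.

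The stage I gonads followed the numbers of their fish less than the other tissues did: the lowest correlation of deviations between same-numbered libraries was 0.0265 between pituitary and gonad and -0.25 between hypothalamus and gonad, against 0.115 between hypothalamus and pituitary.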
